# Social isolation-induced transcriptomic changes in mouse hippocampus impact the synapse and show convergence with human genetic risk for neurodevelopmental phenotypes

**DOI:** 10.1371/journal.pone.0295855

**Published:** 2023-12-21

**Authors:** Aodán Laighneach, John P. Kelly, Lieve Desbonnet, Laurena Holleran, Daniel M. Kerr, Declan McKernan, Gary Donohoe, Derek W. Morris

## Abstract

Early life stress (ELS) can impact brain development and is a risk factor for neurodevelopmental disorders such as schizophrenia. Post-weaning social isolation (SI) is used to model ELS in animals, using isolation stress to disrupt a normal developmental trajectory. We aimed to investigate how SI affects the expression of genes in mouse hippocampus and to investigate how these changes related to the genetic basis of neurodevelopmental phenotypes. BL/6J mice were exposed to post-weaning SI (PD21-25) or treated as group-housed controls (n = 7–8 per group). RNA sequencing was performed on tissue samples from the hippocampus of adult male and female mice. Four hundred and 1,215 differentially-expressed genes (DEGs) at a false discovery rate of < 0.05 were detected between SI and control samples for males and females respectively. DEGS for both males and females were significantly overrepresented in gene ontologies related to synaptic structure and function, especially the post-synapse. DEGs were enriched for common variant (SNP) heritability in humans that contributes to risk of neuropsychiatric disorders (schizophrenia, bipolar disorder) and to cognitive function. DEGs were also enriched for genes harbouring rare *de novo* variants that contribute to autism spectrum disorder and other developmental disorders. Finally, cell type analysis revealed populations of hippocampal astrocytes that were enriched for DEGs, indicating effects in these cell types as well as neurons. Overall, these data suggest a convergence between genes dysregulated by the SI stressor in the mouse and genes associated with neurodevelopmental disorders and cognitive phenotypes in humans.

## Introduction

Early life stress (ELS) includes childhood exposure to a range of adversities, and is associated with increased risk for neurodevelopmental disorders [1]. One such stressor is social isolation (SI), a situation in which an individual is deprived of typical and expected social interaction. These interactions are fundamental to normal social development [2] and exposure to SI during vulnerable periods of neurodevelopment can impact on both the behaviour and neurobiology of those affected [3, 4]. The detriment of SI-induced changes is clear, with evidence that exposure contributes to increased risk of anxiety and depression [5, 6], schizophrenia [7] and cognitive decline [8].

The use of rodent models of SI to investigate behaviour is common. Mice exposed to post-weaning SI tend to experience increased anxiety [9–16], increased depressive-like behaviour [11, 13], decreased cognitive ability [13, 14, 17–19], increased aggression [12, 20] and decreased sociability [10, 21] when compared to group-housed controls. Some of the neurobiology relevant to SI-induced behaviour in rodents has been mapped [22]. Targeted analyses have implicated neuronal growth factors such as BDNF [13, 16, 17, 20], hormones such as oxytocin [23], inflammatory mediators such as cytokines [24–26] and the function of most main neurotransmitter systems [22] as being involved in behaviours found in SI-exposed rodents. Rodents subjected to SI display dysregulation of genes crucial to the function of glutamatergic [14, 27, 28], GABAergic [28–30], dopaminergic [31] neurotransmission, all of which are systems thought to have a part to play in psychiatric disorders [32].

To our knowledge, no mouse studies of SI have included full transcriptome gene expression analysis of the molecular changes caused by SI in the hippocampus. Previously, transcriptomic analysis of the basolateral amygdala in socially-isolated mice identified genes associated with aggressive behaviour and found evidence of upregulated ion channel function, while genes related to limbic system development and cognition were downregulated. Furthermore, in the ventral tegmental area, genes related to neuropeptide signalling were downregulated and genes related to synaptic signalling were upregulated [33]. Other transcriptomic work using microarray in rat cortex [29] also found dysregulation of genes related to synaptic structure and function, particularly in relation to inhibitory GABAergic synapses.

Previous work by our group [10] showed that mice exposed to post-weaning SI exhibited a significant increase in anxiety related behaviours (males and females) and decreased sociability (females) compared to animals that were group-housed. We now extend our previous investigation by performing RNA sequencing (RNA-seq) to identify differentially expressed genes (DEGs) in the brains of the same animals–specifically in the hippocampus, a region that regulates stress response and emotion [34, 35]. Transcriptomic changes were found to be induced in both male and female hippocampus by SI. These differentially expressed genes (DEGs) encoded protein involved in synaptic structure and function. We further considered how these transcriptomic changes converge with the biological basis of human psychiatric disorders and behaviours by investigating if the DEGs were enriched for common heritability contributing to neurodevelopmental phenotypes and enriched for genes harbouring rare *de novo* variants contributing to neurodevelopmental disorders. Finally, we explored which specific cell types were enriched for DEGs induced by SI.

## Materials and methods

### Ethics statement

All procedures received ethical approval from the local Animal Care Research Ethics Committee (ACREC) and the Health Products Regulatory Authority in Ireland (licence number AE19125/P083).

### Social isolation procedure

Tissues used in this analysis were obtained directly from the animals used in our previous study [10], consisting of post-weaning (P21-25) adult male and female C57 BL/6J mice (Charles River Laboratories, UK) assigned to either group-housed cages (3–4 animals per cage) or single housed cages (SI; n = 7–8 per group) until animals were sacrificed by brief exposure to CO_2_ (90s) followed by immediate decapitation after a 60 day period. Whole brain was dissected on ice and hippocampus was snap-frozen in dry-ice before being stored at −80 °C.

### Sample preparation

Total RNA was extracted from frozen hippocampus using the Absolutely RNA Miniprep kit (Agilent; product code: #400800) following appropriate standard procedure for quantity of tissue. Once purity and integrity (RIN > 6) was confirmed, isolated RNA-seq was performed on the Illumina NovaSeq (paired-end; 2x150 bp reads) sequencing platform producing a minimum of > 20M reads/sample (Genewiz Germany GmbH).

### Differential expression analysis

Raw data was received through SFTP in FASTQC format. *Trimmomatic* v0.39 [36] was used to remove low quality and adapter sequences from the paired-end reads (LEADING:3, TRAILING:3, MINLEN:36). *Salmon* v1.8.0 [37] was used to quasi-map and quantify reads. The *DEseq2* v1.24.0 [38] R package was used to test genes for differential expression. The *sva* v3.32.1 *svaseq* [39] function was used to detect batch effects in individual groups. Significant surrogate variable (SVs) were introduced into the differential expression model to control for technical batch effects. DEGs were defined at a false discovery rate (FDR) of < 0.05. Fold changes were shrunk using *apeglm* v1.6.0 [40]. Genes were converted to human orthologues using biomaRt v2.40.5 [41] where necessary.

### Gene ontology analysis

Gene ontology (GO) analysis was done using ConsensusPathDB (http://cpdb.molgen.mpg.de/) [42] over-representation analysis. Ontologies with GO term levels 2–5 were tested and ontologies with a FDR-corrected p-value < 0.05 were considered significantly enriched. In order to limit GO analysis to ontologies relevant to the synapse, sets of DEGs also tested for enrichment using SynGO (https://www.syngoportal.org/) [43], an expert-curated resource for synaptic GO analysis. Ontologies with an FDR corrected p-value < 0.05 were considered significantly enriched.

### Testing genes for enrichment of common genetic risk variants associated with neurodevelopmental phenotypes

Data on common variants (SNPs) associated with human phenotypes were accessed in the form of genome-wide association study (GWAS) summary stats for a range of phenotypes relevant to neurodevelopment and psychiatric disorders including schizophrenia (SCZ; GWAS based on 67,390 cases and 94,015 controls) [44], intelligence (IQ; 269,867 individuals) [45], educational attainment (EA; 766,345 individuals) [46], bipolar disorder (BPD; 41,917 cases and 371,549 controls) [47], major depressive disorder (MDD; 246,636 cases and 561,190 controls) [48] and anxiety-tension (Anx-Ten; 270,059 individuals) [49]. As control phenotypes, GWAS data for three brain-related disorders: Attention deficit/hyperactivity disorder (ADHD; 20,183 cases and 35,191 controls) [50], Alzheimer’s disease (AlzD; 71,880 cases and 383,378 controls) [51], stroke (40,585 cases and 406,111 controls) [52] and two non-brain related disorders: type-2 diabetes (T2D; 74,124 cases and 824,006 controls) [53] and coronary artery disease (CAD; 22,233 cases and 64,762 controls) [54] were used. Stratified LD Score regression (sLDSC) was used to investigate if gene-sets were significantly enriched for SNP heritability contributing to the test and control phenotypes [55, 56]. Gene start and stop coordinates of each DEG on GRCh37 were found using biomaRt v2.40.5 [41]. Annotation files were generated for each chromosome in each set of DEGs using 1000 genomes European cohort SNPs and a window size of 100kb extended to coordinates [57]. LD scores were estimated within a 1cM window using 1000 Genomes Phase 3 European reference panel. Heritability was stratified in a joint analysis between 53 previous function genomic annotations [56] and each set of DEGs. Only SNPs from HapMap Project phase 3 SNPs with a MAF > 0.05 were considered in this analysis.

For phenotypes with significantly enriched heritability from the LDSC analysis, MAGMA [58] was used to test individual genes for association. First, we annotated the SNP data to genes using the build 37 gene locations (https://ctg.cncr.nl/software/MAGMA/aux_files/NCBI37.3.zip) and 1000 Genomes European Panel reference (https://ctg.cncr.nl/software/MAGMA/ref_data/g1000_eur.zip) files, the latter which MAGMA uses to account for linkage disequilibrium (LD) between SNPs. Second, MAGMA generated p-values for individual gene reflecting their level of association with the test and control phenotypes. Genes with a Bonferroni-corrected p-value of < 0.05 (correcting for the number of genes tested) were considered genome-wide significant for association with each phenotype.

### Testing genes for enrichment of *de novo* mutations reported in neurodevelopmental disorders

Rare *de novo* mutations (DNMs) contributing to a phenotype can be detected using exome sequencing of trios including an affected proband and their biological parents. To test if DEGs were enriched for DNMs that contribute to neurodevelopmental disorders, we analysed DNMs reported in studies of autism spectrum disorder (ASD), intellectual disability (ID), SCZ and developmental disorders (DD). The functional class and gene location of DNMs identified in patients with ASD (n = 6,430), ID (n = 192) and in unaffected siblings (n = 1,995) and controls (n = 54) based on exome sequencing of trios were sourced from [59] and [60]. Genes harbouring DNMs reported in affected SCZ trios (n = 3,394) were taken from [61] and [62]. DNMs identified in developmental disorders (DD) were sourced from [63]. Mutations used for DD were subject to additional filtering based on posterior probability of *de novo* mutations, as described in [63]. To account for underlying mutational burden associated with the test phenotypes, results were then subject to a competitive test against background *de novo* mutation rate using a two-sample Poisson rate ratio test. Results with a Bonferroni-adjusted p-value of < 0.05 (correcting for the number of mutational classes and disorders tested) were considered significantly enriched.

### Cell type enrichment

Data from single cell RNA-seq (scRNA-seq) of the mouse brain (565 cell types) [64] was used to test if different cell types were enriched for DEGs. Analysis was performed using the expression-weighted cell type enrichment (EWCE) R package [65], which investigated whether the cell types were significantly enriched for a gene-set when weighted by gene expression. Cell types were considered significantly enriched at a Bonferroni-corrected p-value of < 0.05 (correcting for the number of cell types tested).

## Results

### Differential gene expression

Table 1 summarises the numbers of DEGs induced by SI detected in male and female hippocampal tissue at FDR < 0.05. 

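Hippocampal RNA of adult C57 BL/6J mice was sequenced from 8 SI and 7 group-housed (GH) females and from 7 SI and 8 GH males. SI mice were kept 1 to a cage after weaning, and GH mice, the controls, 3 to 4 to a cage. The labels do not name the cages. All tests here treat each mouse as an independent unit, so an effect of shared cages among GH mice cannot be told apart from housing. The authors trimmed the reads with Trimmomatic, quantified them with Salmon and deposited whole-number counts per gene and mouse, without normalization. The deposited table holds 17477 genes, each with at least 100 counts over the 30 mice. The paper's text does not name the genome build or annotation used with Salmon. Symbols were matched to the table's Ensembl IDs for 16439 genes (94.1%), and coordinates are those of NCBIM37 (GENCODE vM1) for the same IDs.

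Total counts on genes ranged from 24565563 to 100844898 per SI female (median 43484444) and from 28667655 to 53512172 per GH female (median 39728004). In males they ranged from 18809307 to 58232296 under SI (median 25609585) and from 33433048 to 66575824 under GH (median 49542256). The paper states a minimum number of reads per sample, while the values here rest on the counts on genes. SI males had fewer counts than GH males, with a mean difference of -16961400 (exact permutation test over 6435 splits, two-sided p = 0.0392). They also had fewer genes with any count, with a mean difference of -173 genes (exact permutation test, two-sided p = 0.00528). In females the mean difference in total counts, 9372430, was within the spread between mice (exact permutation test, two-sided p = 0.397). The Y-linked genes Ddx3y, Eif2s3y and Uty had at most 3, 0 and 75 counts in a female and at least 765, 374 and 172 in a male. Kdm5d reached 97 counts in a female, with at most 0.66 log2 CPM in females and at least 3.25 in males. Counts of replicate pairs within a group differed by more than the sampling noise, with a chi-square of at least 9.29 per degree of freedom.

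From these counts, each sex was tested apart, as in the paper's methods. Genes with low counts were left out with edgeR's filterByExpr at a minimum count of 10, and library sizes were normalized with TMM. Surrogate variables were estimated with sva's svaseq, 3 in females and 2 in males, and entered the model beside housing. Genes were tested with edgeR's quasi-likelihood test, and DEGs were called at a Benjamini-Hochberg adjusted p under 0.05. The authors used DESeq2 with apeglm, and the paper's text does not give its number of surrogate variables. A Log2FC given here is the fitted difference of SI from GH with the surrogate variables in the model, whereas mean normalized counts carry no such adjustment and need not have the same ratio. All 30 mice were kept. Male SI animals 25, 33 and 39 lay between 61.4 and 99.5 on the first principal component of the males, which held 59.1% of the variance, and the other 12 males lay between -35.2 and 1.3.

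**Figure D1:**
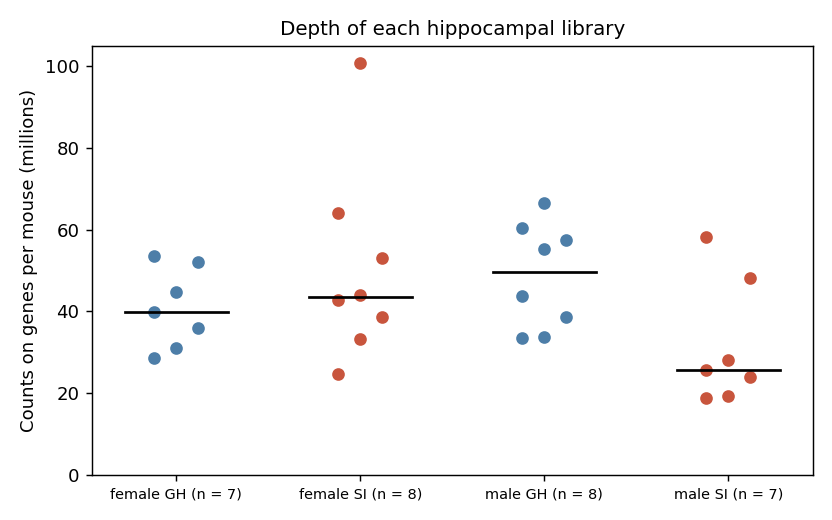
Total counts on genes per mouse, for GH and SI females and males. Each point is 1 mouse and each line the group's median, which is 25609585 counts in SI males and 49542256 in GH males.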

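Of 16026 genes tested in females, 624 were DEGs between SI and GH, with a lowest adjusted p of 0.00705 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In males 0 of 15833 genes were DEGs by the same edgeR test, with a lowest adjusted p of 0.295. An unadjusted p under 0.05 was found for 3244 genes in females and for 2060 in males. In females, the edgeR model without surrogate variables gave 0 DEGs, with 1875 genes at an unadjusted p under 0.05, and removing each library's transcript length and GC trend with surrogate variables kept gave 1528. In males, a DESeq2 test without surrogate variables gave 208 DEGs, and DESeq2 with the same surrogate variables gave 43. The number of DEGs also changed with single mice left out, in fits that estimated the surrogate variables again. Their number went from 3 to 2 without GH 46, GH 48, SI 45 or SI 52 and to 4 without GH 78 in females, and from 2 to 1 without GH 3, SI 8 or SI 38 in males, so these counts mix both changes. With each female left out in turn it ranged from 88 without SI 68 to 1428 without GH 78. It was 146 without SI 45, 163 without GH 48, 169 without SI 63 and 226 without GH 54. Without SI 49, SI 73 and GH 71 it was 288, 290 and 440, and without GH 46 and SI 52 it was 945 and 1017. In males it was 2413 without SI 27, 128 without SI 38, 1 without SI 8 and 0 without any 1 of the other 12 mice.

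Plekho2 (ENSMUSG00000050721), a protein-coding gene on chromosome 9 of NCBIM37 from 65402193 to 65427847, had 962 ± 61.2 normalized counts (SD, n = 8) in SI females and 1243 ± 97.7 (SD, n = 7) in GH females. Its Log2FC was -0.36 with a standard error of 0.0531, and all 8 SI females were below the lowest GH female. Slc2a6 (ENSMUSG00000036067), on chromosome 2 from 26876883 to 26883518, had 1037 ± 68.0 normalized counts (SD, n = 8) in SI females and 856 ± 50.2 (SD, n = 7) in GH females. Its Log2FC was 0.27 with a standard error of 0.0413, and all 8 SI females were above the highest GH female. In males, Slc16a11 (ENSMUSG00000040938), on chromosome 11 from 70026254 to 70029919, had 676 ± 113 normalized counts (SD, n = 7) under SI and 486 ± 74.7 (SD, n = 8) under GH. Its Log2FC of 0.43 (standard error 0.086) had an unadjusted p of 0.000121, and 4 of the 7 SI males were above the highest GH male, animal 15.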

In total, 1,215 significant DEGs were identified in females and 400 in males. In both sexes, approximately twice as many DEGs were found to be downregulated than upregulated. 

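Of the female DEGs, 470 (75.3%) were lower and 154 higher in SI. The split depended on the model. With each library's transcript length and GC trend removed, 990 DEGs were lower and 538 higher (64.8% lower), and with limma-voom sample quality weights in place of surrogate variables 532 were lower and 306 higher (63.5% lower). With all 4 groups in 1 fit, 225 were lower and 209 higher (51.8% lower). In males, with no DEGs to divide, the genes at an unadjusted p under 0.05 comprised 1168 lower and 892 higher in SI (56.7% lower), against 1755 lower and 1489 higher in females (54.1% lower). The male DEGs that DESeq2 called went mostly down with surrogate variables in the model, with 29 lower and 14 higher, and mostly up without them, with 31 lower and 177 higher.

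The 5 DEGs with the smallest p that fell in SI females include Lgi4, Gna13, Celsr1 and the gene listed as C14orf132 (ENSMUSG00000094910), with Log2FC of -0.27, -0.28, -0.38 and -0.32 and standard errors of 0.04, 0.0417, 0.0578 and 0.0475. The 5 that rose include Tra2a, Stip1, Gga3 and Hspa1b, with Log2FC of 0.32, 0.24, 0.24 and 0.35 and standard errors of 0.0469, 0.0392, 0.0412 and 0.0605. Hspa1b has a near-identical paralog, Hspa1a, so its counts are uncertain.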

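With 0 male DEGs, no gene was called lower in SI in both sexes. DESeq2 with the same surrogate variables called 9 genes lower in both sexes, where 1.43 would be expected from independent lists of those sizes. That expectation also counts genes to which DESeq2 gave no adjusted p, which makes it too low. Of the female DEGs, 621 were also tested in males, and 545 of these had the same direction in males. At an unadjusted p under 0.05 in males, 212 moved in the same direction as in females and 2 in the opposite direction. Genes are not independent of each other, and these counts were not set against relabelled mice, so they do not test a shared effect.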

Among the downregulated DEGs, 98 were common between males and females. Of the upregulated DEGs, 30 were common between males and females. 

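The 98 genes that S1 Table lists as lower in both sexes were all lower in SI in both sexes here, with a median Log2FC of -0.20 in females and -0.31 in males. By the test used here, 51 of them were DEGs in females and 0 in males, where 95 had an unadjusted p under 0.05. The 30 genes that S1 Table lists as higher in both sexes were all higher, with a median Log2FC of 0.22 in both. Of these, 9 were DEGs in females and 0 in males, where 25 had an unadjusted p under 0.05. DESeq2 with surrogate variables called 5 genes higher in both sexes, where 0.331 would be expected from independent lists of those sizes. That value is too low in the same way as the one for lower genes, and relabelled mice were not used for it.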

Expression log 2 fold change (Log2FC) was highly consistent among DEGs shared between male and female samples, producing a R^2^ correlation coefficient of 0.88 (p-value < 2.2e-16). 

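Over the 128 shared DEGs of S1 Table, the Log2FC fitted here gave an R2 of 0.825 between the sexes (95% confidence interval 0.76 to 0.873), and all 128 genes had the same sign in both. This is a relation across genes, and genes are not independent replicates. The genes had also been chosen for passing a threshold in both sexes. Among alternatives that kept all mice, the removal of each library's length and GC trend without surrogate variables moved it most, to an R2 of 0.621. The Log2FC was further from 0 in males for 105 of the 128 genes, and for 70 when the same trend was removed with surrogate variables in the model. With 5 surrogate variables it was further from 0 in males for only 49 genes by edgeR and 47 by DESeq2, settings chosen after seeing the data. Over all 15770 genes tested in both sexes, Pearson's r of the Log2FC was 0.20 and Spearman's rho was 0.239. A permutation test of housing labels within each sex, on mean differences of log2 CPM, gave an r of 0.182 (two-sided p = 0.42 over 10000 permutations), so the relation over all genes was within what relabelled mice give. From the R2 over shared DEGs, the paper states that the Log2FC of the DEGs shared by both sexes is highly consistent between them.

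**Figure D2:**
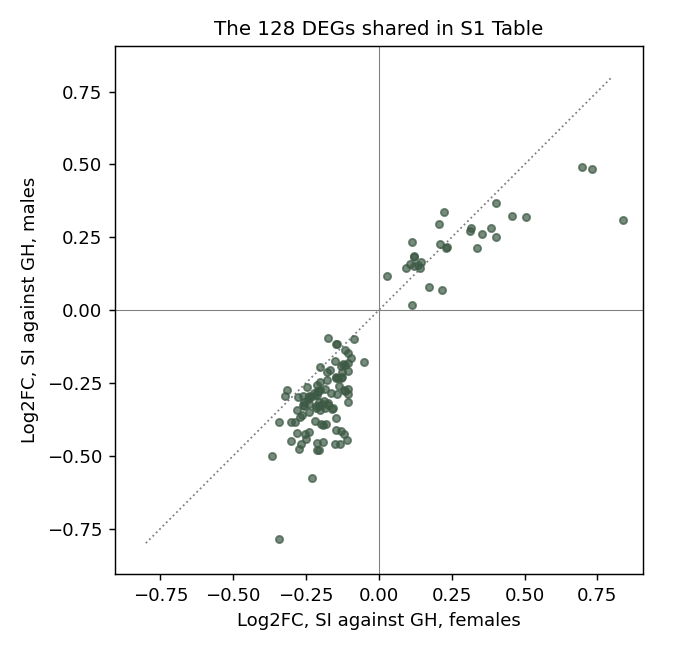
Log2FC of SI against GH in females (horizontal axis) and males (vertical axis) for the 128 shared DEGs of S1 Table, 98 lower and 30 higher in SI. Each point is a gene and the dotted line marks equal Log2FC, from which 105 of the 128 genes deviate towards a larger change in males in this fit, a number that other models change.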

Full differential expression results can be found in S1 Table.

**Table 1:** Summary of DEGs induced by SI in hippocampus.

Set	DEGs at FDR < 0.05	Downregulated	Upregulated
**Female**	1215	810 (67.7%)	405 (33.3%)
**Male**	400	259 (64.7%)	141 (35.3%)

### GO and SynGO analysis

GO analysis was performed in order to gain insight into the functional roles of DEGs. ConsensusPathDB was used to identify GO biological processes (BP), cellular compartments (CC) and molecular functions (MF) terms enriched for DEGs. A total of 738 GO terms were found to be enriched for the female DEGs and 306 GO terms were enriched for the male DEGs at FDR < 0.05. (S2 Table). Of these enriched terms, 72 (9.8%) of the female and 36 (11.8%) of the male contained any of "neuro", "synap", "dendr" or "axon", indicating their relation to having neuronal, axonal or synaptic structure or function. Female DEGs were highly enriched for a number of neurodevelopmental GO terms. The most enriched level 4 and level 5 terms were *nervous system development* (GO:0007399, FDR-adjusted p-value = q-value = 2.76E-16) *neurogenesis* (GO:0022008, q-value = 9.02E-16), *neuron development* (GO:0048666, q-value = 1.26E-15), *generation of neurons* (GO:0048699, q-value = 1.57E-15), *neuron projection development* (GO:0031175, q-value = 1.57E-15) and *neuron differentiation* (GO:0030182, q-value = 2.57E-15). The significantly enriched GO terms for the male DEGs included *nervous system development* (GO:0007399, q-value = 6.79E-6), *neuron part* (GO:0097458, q-value = 9.82E-5), *central nervous system development* (GO:0007417, q-value = 3.31e-4) and *brain development* (GO:0007420, q-value = 4.61e-4).

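S2 Table lists 40 male DEGs under central nervous system development and 32 under brain development. In the male fit, 34 of the 40 were lower in SI, with a median Log2FC of -0.21 and a range from -0.79 to 0.61. None of the 40 was a DEG here, while 33 had an unadjusted p under 0.05. Of the 32 genes under brain development, 27 were lower, with a median of -0.23. Again 0 were DEGs, and 26 had an unadjusted p under 0.05. Adjusted over the list alone, 32 of the 40 and 25 of the 32 had an adjusted p under 0.05, but the study chose these genes on the same mice, so this is not independent evidence.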

Following up these neuronal GO term enrichments, additional GO analysis was performed using SynGO [43] to gain insight into the synaptic CCs and BPs enriched for DEGs (Fig 1; S3 Table). All enriched SynGO analysis terms were related to presynaptic and postsynaptic structure (CC) and function (BP) and provide greater focus on the precise neurobiological changes brought about by SI. The female DEG set showed significant enrichments in 39 SynGO terms. Both *postsynapse* (GO:0098794, q-value = 5.14e-17) and *presynapse* (GO:0098793, q-value = 3.15e-4) CCs were significantly enriched as well as a number of specific postsynaptic ontologies including *postsynaptic density* (GO:0014069, q-value = 2.25e-8), *postsynaptic specialisation* (GO:0099572, q-value = 1.56e-7), *translation at postsynapse* (GO:0140242, q-value = 5.76e-4) and *postsynaptic organisiation* (GO:0099173, q-value = 2.19e-3). 

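S3 Table gives the female DEGs under each SynGO term, and 5 of its lists were followed in the female fit. Of 59 genes under presynapse, 41 were lower in SI with a median Log2FC of -0.15, and 23 were DEGs. Under postsynaptic density, 35 of 46 genes were lower with a median of -0.16, and 24 were DEGs. Under postsynaptic specialization, 38 of 50 genes were lower with a median of -0.17, and 27 were DEGs. The list for synapse organization held 48 genes, of which 38 were lower and 21 were DEGs. All 21 genes under postsynaptic ribosome were lower, between -0.22 and -0.13, and 4 of them were DEGs. An unadjusted p under 0.05 was found for 56, 43, 47, 42 and 21 genes of these lists in the order given, and the same numbers passed when adjusted over the list alone, which is no independent evidence since the lists were drawn from DEGs of the same mice. Without surrogate variables and with no trend removed, edgeR called 0 female DEGs, while DESeq2 called 404.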

The male DEGs showed significant enrichment in the *postsynapse* (GO:0098794, q-value = 3.67e-3) but not *presynapse* CCs. 

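In the male fit, 26 of the 27 male DEGs that S3 Table places under postsynapse were lower in SI, with a median Log2FC of -0.31 and a range from -0.54 to 0.05. None was a DEG here, while 26 had an unadjusted p under 0.05. Of 37 genes under the wider term synapse, 33 were lower, 0 were DEGs and 36 had an unadjusted p under 0.05. The 59 presynapse genes of the female list were also measured in males, where 41 were lower with a median Log2FC of -0.05. Of these, 0 were DEGs in males and 19 had an unadjusted p under 0.05. Whether the presynapse genes changed to a different extent in the sexes was not tested as a list. From the presynapse term being enriched for female DEGs only, together with the behaviour of these animals, the paper proposes that presynaptic processes may have a role in the anxiety and lower sociability of SI females.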

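Of 16 male DEGs under postsynaptic specialization in S3 Table, 15 were lower in SI males, with a median Log2FC of -0.31. Of 12 under postsynaptic density, 11 were lower, with a median of -0.29. In males 0 genes of either list were DEGs, and 15 and 11 had an unadjusted p under 0.05. In the female fit, 14 of the 16 and 11 of the 12 were lower in SI, both with a median of -0.14, and 6 and 4 of them were female DEGs.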

Similar to that of the females, male DEGs were also significantly enriched for processes of postsynaptic specialisation (GO:0099572, q-value = 0.003667) and *postsynaptic density* (GO:0014069, q-value = 0.012).

**Fig 1:**
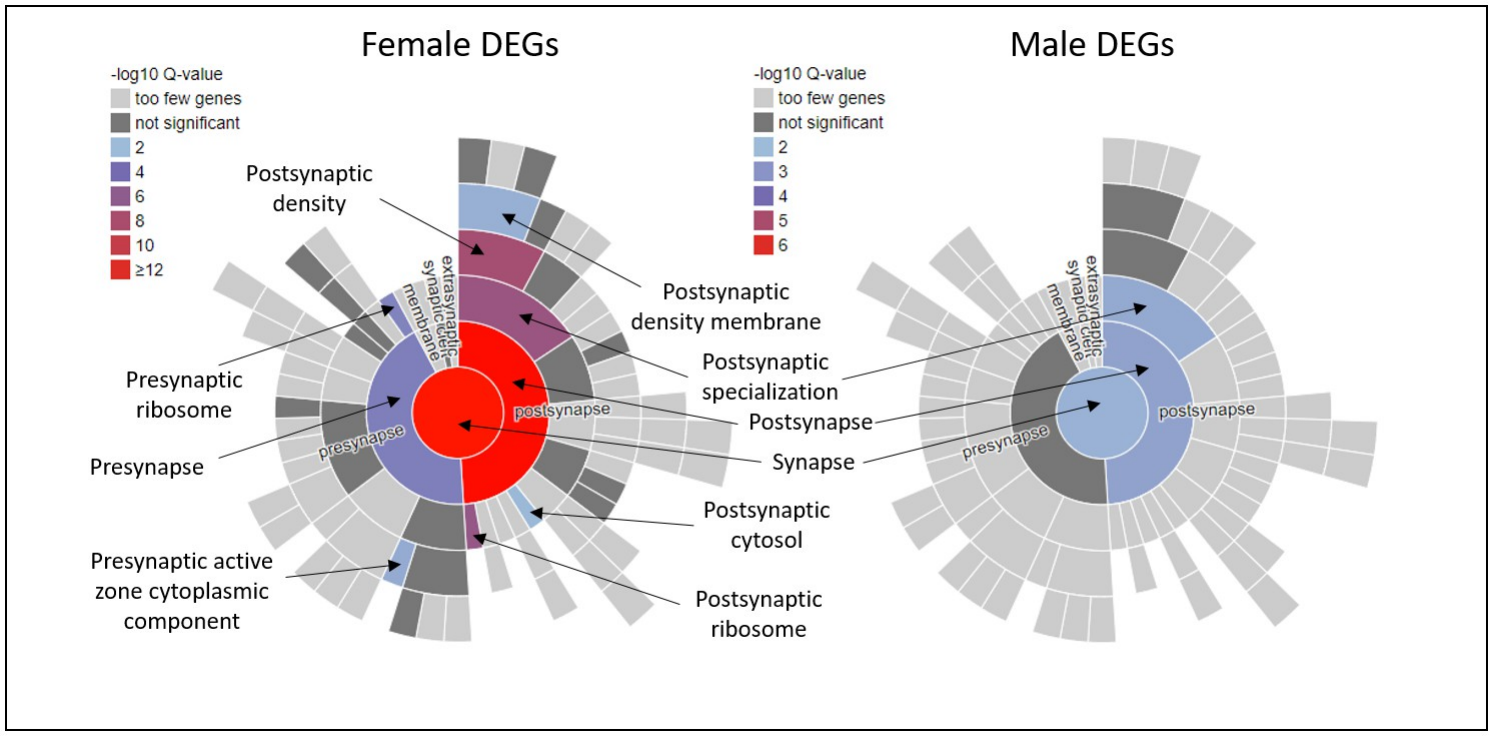
SynGO cellular compartment (CC) enrichments of female and male DEG sets. Annotated sunburst of enriched SynGO synaptic CC ontologies. Enrichments were detected for both pre and post-synaptic terms, however most significantly-enriched ontologies are post-synaptic. DEGs from females showed more enrichments in SynGO terms than DEGs from males.

### Enrichment for genes contributing to human neurodevelopmental phenotypes

To assess whether genes dysregulated in mouse hippocampal tissue by SI harboured genetic risk for human neurodevelopmental phenotypes, enrichments for common heritability (SNPs) and genes harbouring rare DNMs contributing to neurodevelopmental disorders and related phenotypes were investigated. sLDSC [55, 56] was used to test common SNPs. The 1,215 female DEGs accounted for 9.5% of the total SNPs in the analysis, while the smaller male set of 400 DEGs accounted for 3.5% of total SNPs. Results can been seen in Table 2, showing percentage of heritability (% h^2^) and enrichment p-value in SNP-based heritability for SCZ, EA, IQ and BPD for the female DEG set and enrichments in SCZ, IQ and BPD for the male DEG set. Of the five control phenotypes tested, just one (coronary artery disease) showed a marginal enrichment for the female DEG set. Full results from the sLDSC analysis can be found in S4 Table.

**Table 2:** Enrichment of SNP-based heritability for test phenotypes.

DEG Set	% of Total SNPs	SCZ		IQ		EA		MDD		BPD		Anx-Ten	
		% h^2^	P*	% h^2^	P	% h^2^	P	% h^2^	P	% h^2^	P	% h^2^	P
Female	9.5%	13.3%	**2.27E-05**	12.9%	**0.000109**	13.3%	**2.60E-07**	11.7%	0.0472	14.2%	**0.000388**	12.3%	0.0422
Male	3.5%	6.2%	**7.08E-05**	5.0%	0.00276	4.5%	0.0132	4.6%	0.0434	7.2%	**2.51E-05**	4.1%	0.4202

Results in **bold** survive Bonferroni correction for multiple testing (including control phenotypes)

Given there was evidence of convergence of SI-induced DEGs and genes contributing to risk of neurodevelopmental phenotypes, we investigated which genes may be driving this connection. For the test phenotypes with significant enrichments in LDSC (SCZ, EA, IQ and BPD), MAGMA [58] was used to test which genes had genome-wide significant associations. Genes were considered significantly enriched at a Bonferroni-corrected p-value of < 0.05. A total of 619 genes were genome-wide significant for SCZ, 160 for BPD, 377 for IQ and 689 for EA. Full MAGMA gene-based analysis results can be found in S5 Table. These lists were further restricted to DEGs that were common between male and female hippocampus and with consistent direction of expression change. 

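The mouse genes of RIMS1, ZNF365 (Zfp365 in the mouse), AGAP1, TTBK1, PPP1R16B, SHANK2, UTRN, PHF2 and ZBTB4 each had an unadjusted p under 0.05 in females and in males. In females, RIMS1, ZNF365 and UTRN were DEGs, with adjusted p of 0.0386, 0.0129 and 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AGAP1 and PPP1R16B had adjusted p of 0.0542 and 0.0537 from the same edgeR test, and TTBK1, SHANK2, PHF2 and ZBTB4 lay between 0.129 and 0.192. RIMS1, ZNF365 and UTRN were not called by edgeR without surrogate variables, with or without the length and GC trend, with the position digit as a factor or in 1 fit of all groups. RIMS1 was not called with at least 10 counts in every sample, nor ZNF365 by DESeq2 without surrogate variables. In males none of these genes was a DEG, with adjusted p from 0.295 to 0.326 by that edgeR test. DESeq2 with the same surrogate variables called TTBK1 and PPP1R16B in males, each with an adjusted p of 0.0496. Adjusted over the list alone, each of them passed in both sexes, but the study chose the list on these mice, so this is not independent evidence.

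They are protein-coding genes. On NCBIM37, Rims1 (ENSMUSG00000041670) lies on chromosome 1 from 22276332 to 22911673 and Agap1 on chromosome 1 from 91351381 to 91791857. Zfp365 (ENSMUSG00000037855) lies on chromosome 10 from 67348851 to 67375410 and Utrn on chromosome 10 from 12101986 to 12589163. Ttbk1 lies on chromosome 17 from 46579397 to 46624624 and Ppp1r16b on chromosome 2 from 158491134 to 158592070. Shank2 lies on chromosome 7 from 151187833 to 151610399, Phf2 on chromosome 13 from 48897119 to 48966254 and Zbtb4 on chromosome 11 from 69579414 to 69597525. Their transcripts are from 4259 to 12382 bases long, against a median of 3015 over the genes tested in females.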

A total of ten genes, shown in Table 3 below, matched these criteria and were significantly associated with one or more of SCZ, BPD, IQ or EA. Three of the 10 highlighted genes were genome-wide significant for two phenotypes, while 7 had a single significant gene-phenotype association from MAGMA. At least one gene was associated with SCZ, BPD, IQ or EA. All ten genes were downregulated, with male hippocampus consistently showing greater expression change.

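For RIMS1, ZNF365, AGAP1, TTBK1, PPP1R16B, SHANK2, UTRN, PHF2 and ZBTB4 in turn, the Log2FC in females was -0.27, -0.25, -0.20, -0.15, -0.18, -0.16, -0.21, -0.13 and -0.12. In males it was -0.46, -0.43, -0.25, -0.37, -0.39, -0.33, -0.29, -0.23 and -0.19, further from 0 than in females for each gene. RIMS1 had 8851 ± 1201 normalized counts (SD, n = 8) in SI females and 11070 ± 1017 (SD, n = 7) in GH females, with a standard error of its Log2FC of 0.0681. In males it had 5345 ± 2973 (SD, n = 7) under SI and 8805 ± 1101 (SD, n = 8) under GH, with a standard error of 0.134. Normalized counts are scaled within each sex and are not comparable between females and males. The SD was larger in SI than in GH males for each of these genes. UTRN had 2234 ± 180 (SD, n = 8) in SI females, 2673 ± 256 (SD, n = 7) in GH females, 1382 ± 492 (SD, n = 7) in SI males and 1982 ± 169 (SD, n = 8) in GH males. The difference between the sexes was itself tested as an interaction of sex and housing. For none of these genes did it reach an unadjusted p under 0.05, and the lowest adjusted p was 0.822 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

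With each mouse of a sex left out in turn, these genes stayed lower in SI in both sexes, with RIMS1 between -0.34 and -0.22 in females and between -0.69 and -0.31 in males. Without SI male 27, ZNF365, TTBK1, SHANK2 and UTRN were at -0.61, -0.52, -0.52 and -0.45 in males, and without SI male 38 or GH male 24 PHF2 was at -0.43 and -0.12. Without SI female 52, TTBK1, PPP1R16B, SHANK2 and ZBTB4 were at -0.25, -0.30, -0.25 and -0.18 in females. They were lower in both sexes under each alternative but the removal of the length and GC trend without surrogate variables, where ZBTB4 was at 0.03 in males. Males no longer had the larger change for every gene with that trend removed, with or without surrogate variables, and with limma-voom quality weights. Leaving out 1 mouse also changed this order. AGAP1 ranged from -0.38 to -0.15 in males and fell short of its change in all females without GH male 16, GH male 24, SI male 25 or SI male 33, as did UTRN without GH male 24 or SI male 25 (-0.19 and -0.21) and PHF2 without GH male 24. Without GH female 46 or SI female 52 AGAP1 was at -0.27 and -0.26 in females, beyond its change in all males. From these genes the paper proposes RIMS1, ZNF365 and AGAP1 as candidates for study of disrupted developmental trajectories.

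**Figure D3:**
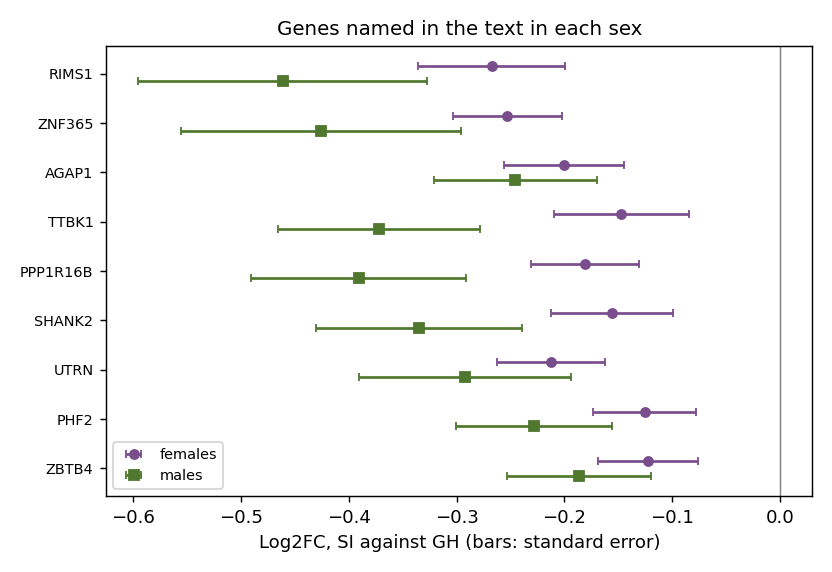
Log2FC of SI against GH for 9 genes in females (circles) and males (squares), with bars for the standard error of the fit. All values are below 0, from -0.27 to -0.12 in females and from -0.46 to -0.19 in males.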

**Table 3:** Genes found to be common between DEG analysis (same direction of effect in females and males) and *MAGMA* gene-based association analysis.

Symbol	Gene Name	Associated Phenotypes	Direction in Females	Direction in Males
**RIMS1**	Regulating Synaptic Membrane Exocytosis 1	SCZ, BPD	Downregulated, Log2FC = -0.22	Downregulated, Log2FC = -0.32
**ZNF365**	Zinc Finger Protein 365	SCZ, BPD	Downregulated, Log2FC = -0.21	Downregulated, Log2FC = -0.32
**AGAP1**	ArfGAP With GTPase Domain, Ankyrin Repeat And PH Domain	IQ, EA	Downregulated, Log2FC = -0.21	Downregulated, Log2FC = -0.25
**TTBK1**	Tau Tubulin Kinase 1	SCZ	Downregulated, Log2FC = -0.14	Downregulated, Log2FC = -0.31
**PPP1R16B**	Protein Phosphatase 1 Regulatory Subunit 16B	SCZ	Downregulated, Log2FC = -0.18	Downregulated, Log2FC = -0.31
**SPTBN2**	Spectrin Beta, Non-Erythrocytic 2	BPD	Downregulated, Log2FC = -0.21	Downregulated, Log2FC = -0.32
**SHANK2**	SH3 And Multiple Ankyrin Repeat Domains 2	BPD	Downregulated, Log2FC = -0.14	Downregulated, Log2FC = -0.27
**UTRN**	Utrophin	EA	Downregulated, Log2FC = -0.25	Downregulated, Log2FC = -0.24
**PHF2**	PHD Finger Protein 2	IQ	Downregulated, Log2FC = -0.12	Downregulated, Log2FC = -0.18
**ZBTB4**	Zinc Finger And BTB Domain Containing 4	EA	Downregulated, Log2FC = -0.13	Downregulated, Log2FC = -0.33

Using gene-level data from these studies, the R package *denovolyzeR* [66] was used to test gene-sets for enrichment for genes harbouring rare DNMs contributing to SCZ, ASD, ID and DD. Categories of synonymous (syn), missense (mis) and loss-of-function (lof) mutations were considered for analysis. Following a competitive analyses, gene-sets were considered enriched at a Bonferroni-corrected p-value of <0.05. Table 4 shows enriched categories of variants in each gene-set. Female DEGs showed strong enrichment for genes containing missense variants contributing to DD. Male DEGs were also enriched for missense variants contributing to DD as well as being enriched for genes containing loss-of-function mutations contributing to DD and ASD. As a control, gene-sets were not enriched for synonymous variants in any of the disorders. No enrichments were seen in trios containing unaffected siblings or controls. Complete results from rare variant analysis can be found in S6 Table.

**Table 4:** Enrichments for genes harbouring rare *de novo* mutations in male and female gene sets.

Set	DEGs	SCZ n = 3394 Trios	ASD n = 6430 Trios	ID n = 192 Trios	DD n = 4293 Trios
**Female Hippocampus**	1215	ns	ns	ns	**mis (p = 5.20e-6)**
**Male Hippocampus**	400	ns	**lof (p = 2.60e-5)**	ns	**lof (p = 8.23e-8)** **mis (p = 8.05e-5)**

SCZ = Schizophrenia; ASD = Autism; ID = Intellectual Disability; DD = Developmental Disorder

ns = non-significant; lof = loss of function mutations; mis = missense mutations; Results in **bold** survive Bonferroni correction for multiple testing

### Cell-type enrichment analysis

Cell types enriched for male and female DEGs were tested using EWCE [65]. Both sets were tested in scRNA-seq gene expression data from mouse brain [64]. Although this dataset contains expression data on 565 cell types, enrichments from this analysis was restricted to cell types from the hippocampus (n = 104). Cell types were considered enriched at a Bonferroni-corrected p-value of < 0.05. The primary cell type found to be enrichment in female DEGs was of glial origin. Of the cell types in the mouse brain data [64] three hippocampal cell types, HC_7–1 (p < 0.00001), HC_7–2 (p < 0.00001) and HC_7–3 (p < 0.00001) were enriched; all three were populations of hippocampal astrocytes. 

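The single-cell data behind the cell types were not used here. A list of 20 astrocyte marker genes, all of them expressed in this tissue, was followed in the bulk RNA instead. All 20 were lower in SI females, with Log2FC between -0.28 and -0.10 and a median of -0.20, and 11 were DEGs, among them Apoe, Slc1a2, Slc1a3, Aldoc, Glul and S100b. The mean log2 CPM of the list was lower in SI than in GH females by a difference of -0.22 (exact permutation test over 6435 splits, two-sided p = 0.00684), with a Benjamini-Hochberg adjusted value of 0.0548 over 30 such list tests. S7 Table names the 3 astrocyte populations by Gja1 with Nnat, Myoc or Fabp7. Nnat (ENSMUSG00000067786), on chromosome 2 of NCBIM37 from 157385814 to 157388258, had 19380 ± 1797 normalized counts (SD, n = 8) in SI females and 23820 ± 3826 (SD, n = 7) in GH females, a Log2FC of -0.24. It was a DEG with an adjusted p of 0.0231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gja1, Myoc and Fabp7 were lower too, at -0.13, -0.22 and -0.10, with adjusted p of 0.243, 0.115 and 0.587 from the same edgeR test. From the enrichment of these populations, the paper concludes that genes of hippocampal astrocytes are dysregulated by SI.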

No hippocampal cell types were considered significantly enriched after multiple testing correction in the male DEG set. 

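In SI males, 16 of the 20 astrocyte markers were lower, with a median Log2FC of -0.14 and a range from -0.36 to 0.11. None was a DEG, and 4 had an unadjusted p under 0.05. The difference of -0.08 in the list's mean log2 CPM was within the spread between mice (exact permutation test, two-sided p = 0.261). Gja1 had a Log2FC of -0.21 and an adjusted p of 0.384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The values for Nnat, Myoc and Fabp7 were -0.03, 0.01 and -0.14, with adjusted p of 0.936, 0.986 and 0.614 from the same edgeR test. No test of the difference between the sexes was made for the list.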

Full cell type enrichment results found in S7 Table.

## Discussion

This study builds on our previous behavioural work [10] using post-weaning SI mice and here investigates the molecular consequences of the environmental stressor on the mouse brain. The use of RNA-seq to investigate the transcriptomic changes in mouse hippocampus caused by SI presents a novel insight into the underlying molecular underpinnings of altered behaviour. Furthermore, we used data from studies of rare and common risk variants for neurodevelopmental phenotypes to investigate the relevance of the SI model to human illness and behaviour.

Differential expression analysis detected hundreds of dysregulated genes with approximately three times the number of DEGs in female (n = 1,215) compared to male (n = 400) hippocampal tissue. This is consistent with our behavioural data in these animals [10], which showed females to be more susceptible to SI-induced behavioural measures of anxiety and sociability. GO analysis identified that DEGs in both males and females were enriched in structural and functional synaptic ontologies with DEGs from females implicated in both overall *presynapse* and *postsynapse* ontologies, while DEGs from males were only implicated *postsynapse* ontologies. In the context of our behavioural data [10], this suggests that presynaptic processes may play a role in facilitating SI-induced behaviours of anxiety and decreased sociability observed in the females. Synaptic biology is implicated in many neurodevelopmental disorders. In SCZ, the latest GWAS implicates genes involved in the organisation, differentiation and function of synapses [44]. For ASD, rare variants in genes involved in synapse structure including from the *SHANK* [67], *NRXN* [68] and *NLGN* [69] gene families are linked with the disorder.

In our rare variant analysis, enrichment for genes containing loss-of-function mutations contributing to ASD were found in the DEGs from males but not females. DEGs from both males and females were enriched for genes harbouring DNMs contributing to DD, however the DEGs from males showed a greater level of enrichment. Our sLDSC analysis detected enrichments in SNP heritability associated with SCZ, BPD and IQ in both male and female DEG sets with again males displaying stronger enrichments in all of these phenotypes. Together, the rare variant and heritability analyses indicate that the set of DEGs from male SI mice, despite only totalling a third of the number of DEGs in the set from female SI mice, converge more strongly with the genes that underpin risk for neurodevelopmental disorders and associated phenotypes in humans.

Anxiety was the most prominent phenotype induced by SI in our behavioural work [10]. Although a nominal enrichment in heritability was seen in the Anx-Ten phenotype for the DEGs from females (p = 0.042), this result did not survive multiple-testing correction. However, it is important to note that anxiety disorders are under less genetic influence (heritability of 20–60%) [70] than for example SCZ and BPD (both with heritability of 60–80% heritable) [44, 47]. As a result and despite a very large sample size, the GWAS of Anx-Ten identified just fourteen independent loci [49] and therefore we were unlikely to detect that our sets of DEGs were strongly enriched for common variants associated with this phenotype. Based on the pretext that no SI-induced cognitive changes were detected in these mice [10], the enrichment in IQ and EA heritability in the set of DEGs from female mice suggests that a subclinical effect of SI on cognition may have been present in this circumstance.

Ten genes were prioritised based on being consistently differentially expressed in males and females, as well as having genome-wide significant associations with any of the phenotypes that were enriched in the sLDSC analysis. Three genes, *RIMS1*, *ZNF365* and *AGAP1*, were associated with two of the four phenotypes tested. RIMS1 plays an important role regulating and localising calcium channels and neurotransmission [71–75], regulating synaptic plasticity [76–79] as well as being crucial for learning and memory in mouse [80]. In humans, *RIMS1* is also an ASD candidate risk gene implicated in rare variant studies [81–83]. *ZNF365* (also called *DBZ*) is involved in neurogenesis, especially regarding basket cells in the somatosensory cortex [84]. It is also involved in oligodendrocyte differentiation [85] and regulating dendritic spine density in pyramidal neurons [86]. *ZNF365* interacts with the SCZ candidate gene, *DISC1*, which through its role on oligodendrocyte differentiation could be a contributor to SCZ and MDD [87]. *AGAP1* (also called *CENTG2*) regulates dendritic spine morphology [88] and is involved in neurotransmitter release in dopaminergic neurons [89]. In humans, variation in AGAP1 has been associated with to ASD [90], SCZ [91]and ASD/ID [92]. Further human data from PsychEncode is consistent with these prioritised mouse DEGs, with RIMS1 downregulated in post-mortem brain samples SCZ (Log2FC = -0.05, FDR = 0.004) and ZNF365 downregulated in post-mortem brain samples of ASD (Log2FC = -0.24, FDR = 0.002) [93].

Although GO analysis primarily implicated changes in synaptic biology caused by SI, the primary findings from cell type enrichment analysis were glial cells. Given the number of cell types analysed here, there is a strict Bonferroni threshold for cell types to be enriched (104 x 2 independent tests). Only cell types with a number highly unique genes overrepresented in our analysis will show up an enriched, which may explain the lack of neuronal cell types showing to be significantly enriched after correction. However, it is now well established that there is a non-neuronal component of neurodevelopment [94]. Astrocytes, enriched in this analysis, play a number of crucial functions to maintain a normal early developmental trajectory. These include maintaining a balanced extracellular environment, protecting neurons during neuroinflammation, and promoting synaptogenesis [95]. In the context of these results, altered expression of genes crucial to astrocyte function may impair the brain’s ability to deal with other biological effects of isolation, including neuroinflammation [96] and increased oxidative stress [97]. Human data also highlights the importance of astrocyte function. As discussed in Kruyer, Kalivas [98], human post-mortem data widely implicate morphological and molecular changes in multiple psychiatric disorders including SCZ, MDD and BPD discussed here.

Recent work in the SI field further summarises the effects of SI on the brain [4]. The authors reported overall changes in neuron biology caused by SI in rodents, including changes in neurogenesis, synaptogenesis, neurotransmission and cell morphology. Between GO results highlighting synaptic ontologies and prioritised genes being strongly implicated in neurotransmitter release, neurogenesis and cell neuron morphology, our findings generally align with these conclusions. Furthermore, there was an emphasis placed on the importance of glial cell types mediating the effects of SI [4]. This is also generally supported by our findings in two ways. First, the prioritised *ZNF365* gene (downregulated in both males and females) plays a role in oligodendrocyte differentiation, which as discussed [4] is a process clearly playing an important role in dysfunction in an SI context. Second, we found that genes are dysregulated as a consequence of SI in hippocampal astrocytes, which as noted [4] are significantly activated as a result of early life SI in females [99].

There are a number of limitations to this present study. First, focusing on a single region limits the ability to generalise these results. Second, these data are generated from a stressor at a single timepoint. Investigating a number of developmental timepoints could help detect transient gene expression changes and could facilitate investigation into the impacts of earlier or later social stressors on gene expression in the mouse brain. Finally, we use a single technique to measure the effect of SI. Other techniques, especially epigenetic profiling using ATAC-seq, or the use of single-cell RNA-seq methods could add valuable context to gene expression profiles found in this data. Addressing these limitations in future studies could help shed light on the relationship between gene expression changes, altered behavioural phenotypes and known human risk variation for neurodevelopmental disorders.

In summary, we provide novel insight into how SI affects the mouse brain. The use of RNA-seq highlights gene expression changes related to synaptic biology that may underpin the changes in behaviour previously found in these animals. We show convergence of DEGs in socially isolated mice with genes containing genetic variation contributing to neurodevelopmental phenotypes in humans. We highlight genes such as *RIMS1*, *ZNF365* and *AGAP1* as candidates for studying disrupted developmental trajectories in disorders such as SCZ, BPD and ASD. Further, these data provide support for the molecular validity of the SI mouse model to study neurodevelopmental phenotypes with further behavioural, molecular and interventional investigations.

## Supporting information

S1 Table Differentially-expressed genes (DEGs) detected at FDR < 0.05. (XLSX) Click here for additional data file.

S2 Table Full Gene Ontology (GO) results—All Ontologies (ConsensusPathDB). (XLSX) Click here for additional data file.

S3 Table Full Gene Ontology (GO) results—Synaptic Ontologies (SynGO). (XLSX) Click here for additional data file.

S4 Table Stratified Linkage Disequilibrium Score Regression (sLDSC) full results. (XLSX) Click here for additional data file.

S5 Table MAGMA genome-wide significant genes. (XLSX) Click here for additional data file.

S6 Table Full denovolyzeR results (competitive). (XLSX) Click here for additional data file.

S7 Table Significantly-enriched hippocampal cell types in male and female DEGs. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

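Gene expression was measured by RNA-seq in the hippocampus of 30 mice, 8 SI and 7 GH females and 7 SI and 8 GH males, each mouse being 1 library. According to the paper's methods, the authors trimmed the reads with Trimmomatic and quantified them with Salmon, and they deposited 1 table of whole-number counts per gene and mouse, without normalization. The table holds 17477 Ensembl gene IDs with a total of at least 100 counts each. All 30 columns were matched to mice by their names, and 0 columns had no sample. The genome build and annotation are not named in the paper's text. Symbols were found for 16439 IDs (94.1%), and transcript length and GC content from GENCODE vM1 on NCBIM37 for 15964 (91.3%).

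The counts were analysed with R 4.3.3 and edgeR 4.0.16. Within each sex, genes were kept by filterByExpr (minimum count 10, minimum total count 15), library sizes were normalized with TMM, and surrogate variables were estimated with svaseq of sva 3.50.0, their number set by its permutation method with 20 permutations and seed 1. Genes were tested with glmQLFit and glmQLFTest for SI against GH with the surrogate variables as covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean library size of the mice in the fit. Their scale thus differs between females and males, except for the Efcab2 values, which were scaled over all 30 mice. Log2 CPM (counts scaled to library size) used a prior count of 2. The sexes were compared by the overlap of DEGs, by the correlation of Log2FC across genes with 10000 permutations of housing within each sex, and by an interaction of sex and housing in 1 fit of all 30 mice with 4 surrogate variables. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, with fry and an estimated correlation beside it. Differences in single values between groups were tested with exact permutation tests over all 6435 splits of the 15 mice of a sex.

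The samples' mapping, the tests, the gene lists, the named genes and the alternatives were set before the data were examined, except where a setting is said to be added or chosen after. The genes named are those of Table 3, genes named by symbol in the paper's text, the genes that name its astrocyte populations in S7 Table, the first gene of each sex in S1 Table, and the 5 DEGs with the smallest p that rose and the 5 that fell in each sex. Ddx3y, Eif2s3y, Kdm5d and Uty served as a check of the sex labels, and members of marker lists are named where a list's result is given. The result of 1 named gene is not reported here. Alternatives were DESeq2 1.42.0 with fold changes shrunk by apeglm 1.24.0, DESeq2 without surrogate variables, 0, 1 or 2 surrogate variables, the position digit of the sample labels as a factor, limma-voom with sample quality weights, DESeq2's size factors, no filter, at least 10 counts in every sample, all groups in 1 fit, removal of each library's length and GC trend by lowess (span 0.3), and leaving out each mouse in turn. edgeR with 3, 4 or 5 surrogate variables, DESeq2 with 1 to 5 and edgeR's robust option were added later, as was the mean of the choroid plexus list as a covariate in males. Random splits of the mice of each sex, 100 per sex and 60 for the interaction, were fitted in the same way. The position digit had no GH female at 3 and no SI male at 4, so it is partly confounded with housing.

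Total counts per library were from 18809307 to 100844898. Precision is set mainly by the spread between mice, which exceeded the sampling noise in every pair of replicates. The steps were tested on simulated data made from the real means, dispersions and library sizes with 200 changed genes. The changes put in were larger than the median Log2FC of the female DEGs, -0.22 for the lower and 0.23 for the higher ones. Among 16026 genes in females edgeR recovered 150 of the 200 with 3.23% false calls, and among 15833 genes in males 104 with 4.59%. DESeq2 recovered 159 and 128 with 15.4% and 20.5% false calls. With shuffled labels edgeR made 0 calls, and DESeq2 was not run on shuffled labels in this test. An added length trend with a slope of 0.299 in females was reduced to 0.00052.

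Marker lists for astrocyte, oligodendrocyte, microglia, endothelial, interneuron, dentate gyrus, CA1, CA3, choroid plexus, thalamus and striatum, and lists of immediate early and glucocorticoid response genes, were written from general knowledge, and ribosomal protein and mitochondrially encoded genes were taken by symbol. All genes of the written lists are in the table, so the hippocampal libraries hold counts of each. Heritability, de novo mutation and single-cell enrichment were not analysed here, since they rest on human or single-cell data not used here. GO lists of female DEGs were not used, because the copy of S2 Table used here is shortened.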

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

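The exact tests of list means and the fit of all 15 females with 4 surrogate variables were chosen only after a result was seen, and Efcab2 was named after its values were seen. A sample was taken to lie apart when its gap to the nearest other sample, divided by the range of its group, exceeded Dixon's critical value. Of 88 groups of library measures 5 held such a sample, where 4.4 would be expected by chance. Of 100 groups of normalized counts of named genes 3 did, where 5 would be expected. These numbers are near what chance gives. The rule compares only the end sample of a group with its nearest neighbour. It therefore cannot find mice that lie apart together, such as SI males 25, 33 and 39.

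Among GH females, animal 78 had the lowest slope of expression on log2 transcript length, -0.121 against 0.0347 for the nearest other GH female. Leaving this mouse out gave 1428 female DEGs instead of 624, in a fit with 4 surrogate variables instead of 3, and all 15 females with 4 gave 1083. SI female 53 had a lower slope still, -0.147, and leaving it out gave 620. That library is from the other housing group, so its result cannot decide whether the low slope of GH 78 caused the rise. Removing the length and GC trend of every library gave 1528 female DEGs, among them 608 of the 624. Most of the 624 thus do not rest on the trend. The total also rose with the trend removed, so the slope of GH 78 stays open as a reason for the rise without this mouse. No biological explanation for this mouse was tested.

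SI female 41 lay above the other SI females in the mean log2 CPM of the thalamus list (4.76, nearest other 3.99) and of the striatum list (4.20, nearest other 3.19). Its total counts, 44101887, were close to the median of its group, which argues against depth. Both lists are named for tissue outside the hippocampus, and a candidate explanation is the extent of the dissection, which was followed only through these lists of 7 and 8 genes. Without this mouse the number of female DEGs was 825. Between SI and GH females, neither list differed by more than the spread between mice (differences of 0.17 and 0.11, exact permutation tests, two-sided p = 0.448 and p = 0.722).

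In GH male 1 the mean log2 CPM of 12 immediate early genes was 3.79, below the 4.55 of the nearest other GH male. This library had the largest total of the males, 66575824 counts. In GH female 46 the mean of the 13 mitochondrially encoded genes was 11.5, below the 12.0 of the nearest other GH female. This library had the largest total of the GH females, 53512172 counts. Leaving them out gave 0 male DEGs (2255 genes with an unadjusted p under 0.05) and 945 female DEGs. No cause was tested for either.

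SI female 52 had 11900 normalized counts of Ppp1r16b (nearest other SI female 9629) and 11640 of C14orf132 (nearest other 10020), in both cases towards the GH females. Without this mouse the Log2FC of PPP1R16B in females was -0.30 and the number of female DEGs 1017. GH male 15 had 651.9 normalized counts of Slc16a11, against 497.7 for the nearest other GH male. No cause was tested for these single values.

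The effect of SI on Efcab2 (ENSMUSG00000026495, chromosome 1 of NCBIM37 from 180336012 to 180413378) differed between the sexes. The interaction of sex and housing was -0.44 on the log2 scale (standard error 0.0729), with an adjusted p of 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was the only DEG among 16391 genes tested for interaction. The Log2FC was -0.32 in females and 0.04 in males. Normalized counts were from 616.2 to 785.6 in SI females and from 746.1 to 1060 in GH females. GH males ranged from 639.6 to 794.6. SI males 25, 33 and 39 had 1200, 1011 and 960.5, and the other SI males had from 685.6 to 817.2. The result depended on the model, with 0 interaction DEGs without surrogate variables, with 1 or 2 of them or with the position digit as a factor, where 3074, 3054, 1165 and 1728 genes had an unadjusted p under 0.05. As many interaction DEGs were found in 6 of 60 splits that reassigned housing within each sex, the real split included. A count of 1 is therefore consistent with what reassigned mice give, and a biological difference between the sexes stays open as a hypothesis.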

How the results depend on the processing

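No alternative in this part was chosen only after a result was seen, except those said to be added. Housing was compared with other numbers of surrogate variables, other tests, filters and normalizations, and with each mouse left out in turn. No paired analysis was possible because the groups compared share no animal numbers.

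The number of female DEGs, 624, became 0 without surrogate variables (1875 genes with an unadjusted p under 0.05) and 0 with the position digit of the sample labels as a factor in their place (1915 genes). It was 1528 with the length and GC trend removed and surrogate variables kept, 87 with the trend removed and no surrogate variables, 1276 with DESeq2 and surrogate variables, and 404 with DESeq2 alone. Among settings added after seeing the data, it was 1083 and 959 with 4 and 5 surrogate variables, and 1122, 1235, 1276, 1562 and 1445 with DESeq2 and 1, 2, 3, 4 and 5 of them. It stayed between 434 and 838 with 1 or 2 surrogate variables, DESeq2's size factors, either filter, quality weights and 1 fit of all 4 groups, and with edgeR's robust option, which was added. All 624 genes kept their sign under each of these settings, apart from 619 of them with at least 10 counts in every sample, where fewer genes were tested. Across the 15 fits that each left out 1 female and estimated the number of surrogate variables again, the count went from 88 (without SI 68) to 1428 (without GH 78).

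The 0 male DEGs became 43 with DESeq2 and surrogate variables and 208 with DESeq2 alone. With the added settings there were 723, 43, 30, 213 and 167 with DESeq2 and 1, 2, 3, 4 and 5 surrogate variables, and 1 with edgeR and 5. With the mean of the choroid plexus list as a covariate, added as well, it stayed 0. Across the 15 fits that each left out 1 male the count went from 0 to 2413. It was 2413 without SI 27, 128 without SI 38 and 1 without SI 8.

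Shared DEGs rose from 0 to 9 lower and 5 higher with DESeq2 and surrogate variables and to 5 lower and 4 higher with DESeq2 alone. Among settings added after seeing the data, DESeq2 with 1, 4 and 5 surrogate variables gave 167, 79 and 105 lower. The same settings gave 25, 9 and 4 higher. With 0 shared DEGs the R2 was followed over the study's 128 shared DEGs. From 0.825 it fell to 0.702 without surrogate variables, 0.719 with the position digit and 0.621 with the trend removed and no surrogate variables. With DESeq2 it was 0.714 with surrogate variables and apeglm and 0.702 without surrogate variables. It rose to 0.859 with 2 surrogate variables in edgeR. Settings added after seeing the data gave 0.866, 0.865 and 0.896 with edgeR and 3, 4 and 5 surrogate variables. DESeq2 with 2, 3, 4 and 5, added as well, gave 0.857, 0.865, 0.862 and 0.895. The r over all genes was from 0.025 to 0.284 under the alternatives that kept all mice. With settings added after seeing the data it was -0.0554 and 0.0172 with DESeq2 and 3 or 5 surrogate variables. Interaction DEGs went from 1 to 0 without surrogate variables, with 1, with 2 and with the position digit, and to 14 with DESeq2. The counts of genes with an unadjusted p under 0.05 were 3074, 3054, 1165 and 1728 in the first 4.

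Of 30 tests of marker lists 13 passed with camera, 4 with fry, 0 with an estimated correlation and 20 with the trend removed. Of the 5 SynGO lists of female DEGs, 4 passed in males with camera, 5 with the trend removed and 0 with an estimated correlation. The male lists passed in females under each alternative. For the 624 female DEGs, matched to the MAGMA lists by symbol alone, the count of lists that passed was 0 by Fisher's exact test. It stayed at 0 against random lists matched on expression, with or without length. For the study's female DEGs it was 1 by Fisher's exact test and 0 against the random lists. No test was made for the fit without surrogate variables, which gave no DEGs.

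The direction reversed for ZBTB4 in males, at 0.0315 with the trend removed and no surrogate variables. It also reversed for the postsynaptic ribosome list in males, with a median of 0.62 without surrogate variables. Without surrogate variables the direction by camera also reversed in males for the ribosomal protein list, to a median of 0.67 (adjusted p = 2.17e-13), and the microglia list, to 0.34 (adjusted p = 0.0403). Of lists that passed neither before nor after, it reversed without surrogate variables for the immediate early list in females (-0.074) and the dentate gyrus and CA1 lists in males (-0.18 and -0.0831). It reversed in males with the trend removed for the CA1 and oligodendrocyte lists (0.0692 and -0.0089), and under fry for the oligodendrocyte list (-0.0003). Of 663 comparisons of 75 single genes and lists, 544 kept their direction and side of the threshold, 81 were weaker, 28 stronger and 10 reversed. Of the 81, 22 fell without surrogate variables, 17 with an estimated correlation and 15 with the position digit. For these changes the cause was not tested.

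The smallest SI male libraries hold 18809307 and 19349259 counts, and an effect of depth on the number of male DEGs was not tested.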

Differences from the paper's values

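No alternative in this part was chosen only after a result was seen, except where a sentence says so. Of 42 values compared with the paper's, 9 differed, and of 34 Log2FC among them 1 differed. A Log2FC was taken to differ only with the other sign or a gap beyond the larger standard error, and a count only past a fixed ratio. Both sets of values come from the same mice, so this criterion is loose. RIMS1 in males (-0.46 here, -0.32 in the paper) and ZBTB4 in males (-0.19 and -0.33) were not counted as differing. The paper's Log2FC were shrunk with apeglm, and those of the main fits here were not.

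The paper reports 1215 DEGs in females, and 624 were found here. Some alternatives set before the data were examined came nearest to the paper's value. They were DESeq2 with surrogate variables and apeglm (1276), limma-voom with sample quality weights (838) and surrogate variables with the length and GC trend removed (1528). Leaving out GH 78 (1428), SI 52 (1017), GH 46 (945) or SI 41 (825) came about as near. The others lay further from it. DESeq2 with 1 to 5 surrogate variables (1122, 1235, 1276, 1562 and 1445) and edgeR with 4 or 5 (1083 and 959) were about as near. They were chosen after seeing the values. The paper reports 810 of the female DEGs as downregulated, against 470 here. Having no filter on low counts (577), removing the trend (990) and DESeq2 with surrogate variables (862) came nearest. So did leaving out GH 78 (892), SI 52 (706), GH 46 (687), SI 41 (620) or GH 47 (543). The paper reports 405 as upregulated, against 154 here. Removing the trend (538), quality weights (306), DESeq2 with surrogate variables (414) and leaving out GH 78 (536) or SI 52 (311) came nearest. The other alternatives set before the data were examined lay further from both values. Of settings chosen after seeing the values, DESeq2 with 1 to 5 surrogate variables and edgeR with 4 were about as near to both. With 5, edgeR was about as near to the first only.

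The paper reports 400 DEGs in males, 259 downregulated and 141 upregulated, and 0 were found here, with 2060 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap for the total or for downregulated DEGs, with DESeq2 without surrogate variables at 208 and 31. That alternative gave 177 upregulated DEGs, near the paper's 141, and no other did. Of the settings chosen after seeing the values, DESeq2 with 1 surrogate variable gave 723 and with 4 gave 213, which both still differ from the paper's total.

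The paper reports 98 downregulated and 30 upregulated DEGs shared between the sexes, and 0 of either were found here. Shared DEGs were not counted with single mice left out. Without SI male 27 there were 2413 male DEGs, so how many would be shared there stays open. None of the other alternatives set before the data were examined closed the gap, the highest being 9 and 5 with DESeq2 and surrogate variables. Among settings chosen after seeing the values, DESeq2 with 4 or 5 surrogate variables gave 79 and 105 shared downregulated DEGs, but 9 and 4 upregulated. With 1 surrogate variable DESeq2 gave 25 shared upregulated DEGs, but 167 downregulated.

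For Lgi4 in females the paper's Log2FC is -0.21 with a standard error of 0.0515, and it was -0.27 here. A minimum of 10 counts in every sample (-0.26), removal of the trend without surrogate variables (-0.30) and 1 fit of all 4 groups (-0.29) came within the larger error, and the other alternatives set before the data were examined did not.

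The paper gives about the same ratio of downregulated to upregulated DEGs in both sexes. Here 75.3% of the female DEGs were lower, and the male DEGs called by DESeq2 without surrogate variables were mostly higher (31 lower, 177 higher). DESeq2 with surrogate variables gave about the paper's ratio, with 67.6% lower in females and 67.4% in males, and with 1 to 5 surrogate variables, chosen after seeing the values, 67.4% to 88.0% were lower in males. All genes of Table 3 are DEGs in both sexes in the paper. Here AGAP1, TTBK1, PPP1R16B, SHANK2, PHF2 and ZBTB4 were not DEGs in females, and these genes, RIMS1, ZNF365 and UTRN were not DEGs in males. In females RIMS1, ZNF365 and UTRN were not called either without surrogate variables in edgeR, with the position digit or in 1 fit of all 4 groups. In females AGAP1 was called with 1 surrogate variable, the trend removed, quality weights and DESeq2 with or without surrogate variables, PPP1R16B without a filter, with the trend removed, quality weights and DESeq2 with surrogate variables, PHF2 with the trend removed, and TTBK1 and SHANK2 with quality weights. In males DESeq2 with surrogate variables called TTBK1 and PPP1R16B. Of settings chosen after seeing the values, edgeR with its robust option or with 4 or 5 surrogate variables called AGAP1 and PPP1R16B in females, DESeq2 with 1, 2 or 3 called AGAP1 and with 3 PPP1R16B, and with 4 or 5 AGAP1, PPP1R16B, TTBK1, SHANK2 and ZBTB4, and PHF2 with 4. In males, of these added settings, DESeq2 with 1 called RIMS1, ZNF365, AGAP1, TTBK1, PPP1R16B, SHANK2, UTRN and PHF2, with 2 TTBK1 and PPP1R16B, with 3 TTBK1, with 4 RIMS1, AGAP1, TTBK1, PPP1R16B and SHANK2, and with 5 these and ZNF365. ZBTB4 was called in males by no setting. The paper's text states a larger change in males throughout, while the values for UTRN in Table 3 are the other way round. The fitted change was larger in males for each of these genes here, but not for every gene with the trend removed or with quality weights, nor with edgeR and 3 or 5 surrogate variables or DESeq2 and 3, 4 or 5, which were chosen after seeing the values, and the difference between the sexes did not pass a test for any.

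In males the paper finds its DEGs enriched in postsynaptic terms and in brain development. Of the 27 postsynapse and 32 brain development genes 0 were DEGs here, with 26 of each at an unadjusted p under 0.05. Of the study's astrocyte populations in females, Nnat was a DEG here. Myoc, a DEG in S1 Table, had a Log2FC of -0.22 and was called only with the trend removed (adjusted p = 0.0425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 and 4 surrogate variables (adjusted p = 0.0313 from DESeq2), the latter chosen after seeing the values. Slc16a11, the first male DEG in S1 Table, was called by DESeq2 with and without surrogate variables (adjusted p = 0.0171 and 0.0255 from DESeq2) and not by edgeR.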

Other observations

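The tests of depth by thinning and of the choroid plexus list, the tests on SI males 25, 33 and 39, the length test on the study's male DEGs, the counts of gene lists over other splits and the exact tests of list means were chosen only after the results they bear on were seen.

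Housing was reassigned to look at how many DEGs other splits of the same mice give. In females, 1 of 100 splits gave as many DEGs as the real one, which was the real split itself, and the highest of the others gave 521. With DESeq2 and surrogate variables 2 of 100 splits did, the highest of the others with 1341 DEGs against 1276 in the real split. By edgeR, 9 of the other splits gave any DEG. As many genes at an unadjusted p under 0.05 as the real 3244 were found in 3 of 100 splits, the real one included. Other groupings thus seldom gave as many female DEGs, which argues against an arbitrary grouping but does not exclude it. After all females were thinned to the smallest library of 24565563 counts, 53 DEGs were left, all among the 624, and the median Log2FC of the lower DEGs went from -0.22 to -0.21, which argues against depth as the source of the effect sizes. Of the 624 DEGs, 608 were still called once the length and GC trend of each library was removed. With the mean of the choroid plexus list as a covariate 214 of the 624 were still called, all 624 kept their sign, and 0 of the 13 choroid plexus genes were DEGs (1 had an unadjusted p under 0.05). For these 214 genes choroid plexus tissue in the dissection is argued against as the whole cause. For the other DEGs it stays open. An effect of SI in females remains a hypothesis consistent with these tests, with the dependence on surrogate variables and single mice given above.

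In males the real split gave 0 DEGs by edgeR, so the count of 100 of 100 splits with as many is fixed beforehand and decides nothing. Of the 100 splits, 7 had as many genes at an unadjusted p under 0.05 (2060 in the real split). DESeq2 with surrogate variables called 43 DEGs in the real split, and 9 of 100 splits gave as many, the highest 565. The number of male DEGs called by DESeq2 may therefore reflect the grouping of these mice by chance as well as housing. Simulated counts held 200 changed genes in males. DESeq2 with surrogate variables recovered 128 of them at 20.5% false calls, and edgeR 104 at 4.59%. The simulated changes were larger than the median Log2FC of -0.31 in males over the study's shared lower DEGs. Whether changes of that size would be called was not simulated, so low power stays open as a reason for the lack of calls.

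SI males 25, 33 and 39 lay apart from the other 12 males on the first principal component. The slope of their expression on log2 transcript length was from -0.522 to -0.409, and from -0.0518 to 0.194 in the other males. Thinned to 18809307 counts, they still lay at 57.7 or above against at most 2.1 for the others, which argues against depth. With the length and GC trend of each library removed they lay at 39.3 or above against at most 2.5, which argues against the length trend as the whole cause. Choroid plexus tissue is argued against too, since 7 of the other 12 males had as high a mean of the choroid plexus list. Ribosomal protein genes took 4.59%, 4.19% and 3.52% of their counts. A difference in RNA quality, or a biological difference among SI males, may remain and was not tested. The mice were neither left out together nor compared as a group.

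Longer transcripts are also a property of the study's male DEGs. Its 259 lower male DEGs had a median transcript length of 5713 bases and its 141 higher ones 3065, against 3023 over the genes tested in males. Without surrogate variables the median Log2FC of the lower ones was -0.44, and -0.24 once the length and GC trend was removed. A length trend of the libraries and an effect of SI on long genes cannot be told apart here, since the genes were chosen for this pattern in the same mice and the trend is strong in SI males 25, 33 and 39 and in no other male.

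The choroid plexus list had a mean of 2.06, 1.37 and 0.73 log2 CPM in GH males 1, 2 and 3 and of 1.05 and 0.351 in SI males 7 and 8. In the other males it was from 3.83 to 4.77. The 5 mice have the lowest animal numbers of the males and come from both housings, and whether they were dissected or raised apart from the others was not tested. With the list's mean as a covariate, a setting added after seeing these values, 0 male DEGs were called with surrogate variables and 0 without (1915 and 5726 genes with an unadjusted p under 0.05).

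Lists of marker genes were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 30 tests of 15 lists in both sexes, and 13 tests had an adjusted p under 0.05. In females the lower lists were astrocyte (median Log2FC -0.20, adjusted p = 4.36e-18), oligodendrocyte (-0.09, 0.0124), microglia (-0.08, 0.00391), ribosomal protein (-0.15, 2.52e-26) and mitochondrially encoded genes (-0.37, 5.73e-24). The higher lists were endothelial (0.11, 0.00164), dentate gyrus (0.17, 0.0384) and choroid plexus (0.14, 0.0102). In males astrocyte (-0.14, 0.00895), immediate early (-0.36, 1.76e-06) and mitochondrially encoded genes (-0.20, 0.00123) were lower, and thalamus (0.50, 8.52e-07) and striatum (0.17, 0.0124) were higher. SI male 38 had the highest mean of the thalamus list, 4.77 log2 CPM against 4.00 for the nearest other SI male. The adjusted p in females was 0.16 for interneuron, 0.52 for CA1, 0.0504 for CA3, 0.439 for thalamus, 0.52 for striatum, 0.792 for immediate early and 0.16 for glucocorticoid response. In males it was 0.906 for oligodendrocyte, 0.52 for microglia, 0.16 for endothelial, 0.178 for interneuron, 0.52 for dentate gyrus, 0.857 for CA1, 0.0586 for CA3, 0.515 for choroid plexus, 0.178 for glucocorticoid response and 0.192 for ribosomal protein. Under fry 4 calls held, those of the astrocyte, endothelial and mitochondrially encoded lists in females and of the striatum list in males. With an estimated correlation 0 held. All 13 mitochondrially encoded genes were DEGs in females.

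Other splits of the mice also put such lists past camera. With adjustment over the 15 lists of a sex, the real split put 9 marker lists past camera in females and 5 in males, and 13 of 100 splits gave as many in females and 67 of 100 in males. The camera calls may thus reflect genes that vary together between mice, whatever their housing. Each list's mean log2 CPM was therefore compared between SI and GH over all 6435 splits with an exact permutation test, two-sided. Of 30 tests 6 had an unadjusted p under 0.05, and 0 an adjusted p under 0.05. By the exact permutation test the 6 were CA3 (difference 0.18, p = 0.00357), endothelial (0.16, p = 0.00466) and astrocyte (-0.22, p = 0.00684) in females and striatum (0.15, p = 0.0073), CA3 (0.17, p = 0.0165) and immediate early (-0.56, p = 0.0193) in males. The exact test gave p = 0.0715 for the mitochondrially encoded genes in females and p = 0.124 for the thalamus list in males. Lower astrocyte expression in SI females stays open as a hypothesis.

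SynGO lists drawn from the DEGs of 1 sex were tested in the other with camera. The male lists for postsynapse, synapse, postsynaptic specialization and postsynaptic density were lower in SI females (adjusted p = 4.89e-14, 6.71e-15, 5.67e-08 and 7.3e-06), and 4 of 4 also under fry and with an estimated correlation. The female lists for postsynaptic density, postsynaptic specialization, presynapse and synapse organization were lower in SI males (adjusted p = 3.67e-07, 1.26e-07, 0.00042 and 1.26e-07), and postsynaptic ribosome was not (adjusted p = 0.354). These 4 held under fry, and 0 held with an estimated correlation. With the length and GC trend removed all 5 were lower by camera, with an adjusted p of 1.95e-07 for postsynaptic ribosome. Without surrogate variables presynapse did not pass camera (adjusted p = 0.301), and postsynaptic ribosome was higher in SI males (adjusted p = 4.93e-06). As many lists passed camera in 38 of 100 splits of the females and in 33 of 100 splits of the males. Lower expression of these synaptic lists in the other sex may therefore come from genes that vary together between mice, and an effect of SI on them in both sexes was not separated from that.

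The correlation of female and male Log2FC over all genes was as far from 0 in 4199 of 10001 labellings of the mice, the real one included. With the length and GC trend removed, r was 0.198 (permutation test, two-sided p = 0.268). Relabelled mice gave r from -0.335 to 0.337 in 95% of labellings, so no relation between the sexes is established and whether the trend contributes to it stays open.

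MAGMA lists of S5 Table were compared with DEGs among genes with a known transcript length. Human and mouse genes were matched by the same symbol in capitals, without a list of orthologues. Genes named differently in the mouse, such as ZNF365, were not matched, so the overlaps hold for matching symbols only. The lists as read here held 617 SCZ and 684 EA genes, slightly fewer than the paper states. Of these, 489 and 594 were among the genes compared in females. The 602 female DEGs found here were not over-represented in any of the 4 lists (0 with an adjusted and 0 with an unadjusted p under 0.05, Fisher's exact test). The study's female DEGs were over-represented among the EA genes, with an overlap of 64, an odds ratio of 1.43 and an adjusted p of 0.0416 from Fisher's exact test. Among 10000 random lists matched on expression and transcript length the median overlap was 63 (permutation test, one-sided p = 0.493), so expression and length of the genes could account for it. The study's male DEGs were not over-represented in any list (0 with an unadjusted p under 0.05). The study's own test was of SNP heritability, which was not analysed here.

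Genes that the paper names from earlier work showed no change past the threshold. Bdnf had a Log2FC of 0.17 in females and 0.14 in males (adjusted p = 0.2 and 0.557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Disc1 had 0.06 in females and -0.38 in males (adjusted p = 0.86 and 0.415 from the same edgeR test). Oxt had too few counts to be tested.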
